# HSF1 Stimulates Glutamine Transport by Super-Enhancer-Driven lncRNA LINC00857 in Colorectal Cancer

**DOI:** 10.3390/cancers14163855

**Published:** 2022-08-09

**Authors:** Qi Shen, Rui Wang, Xinling Liu, Ping Song, Mingzhu Zheng, Xiaomin Ren, Jingang Ma, Zhong Lu, Jiaqiu Li

**Keywords:** colorectal cancer, HSF1, super enhancer, glutamine metabolism, LINC00857

## Abstract

**Simple Summary:**

Based on the latest research, cancer cells prefer glutamine to glucose. Therefore, it is more worthwhile to explore the regulatory mechanism of glutamine metabolism in cancer cells. Super enhancers are critical for the gene transcriptional programs responsible for cell fate by interacting with various transcription factors. The transcription factor HSF1 exerts a multifaced role in tumorigenesis. However, the relevance of HSF1 to super enhancers in tumors remains obscure. Therefore, this study focused on the mechanism underlying super-enhancer activation and its relationship to HSF1 in CRC. Here, we performed a super-enhancer landscape in CRC and we screened out an HSF1-mediated super enhancer, lncRNA-LINC00857, by lncRNA microarray. We discovered that HSF1 could stimulate acetyltransferase P300-mediated super-enhancer activity to facilitate LINC00857 expression, contributing to SLC1A5/ASCT2-mediated glutamine transport. In addition, we validated that targeting the HSF1/LINC00857/ANXA11 axis may provide a valuable therapeutic strategy against CRC.

**Abstract:**

Super enhancers are critical for the gene transcription responsible for cell fate by interacting with transcription factors. However, the relevance of HSF1 to super enhancers in tumors remains obscure. We profiled H3K27ac enrichment by chromatin immunoprecipitation sequencing. HSF1-mediated lncRNAs were identified by lncRNA microarray. The characteristics of LINC00857 were explored by in vitro and in vivo assays. The mechanism was studied via chromatin immunoprecipitation, RNA immunoprecipitation, and HSF1/ANXA11 knockout mice. We found that super enhancers occupied multiple gene loci in colorectal cancer. We screened out an HSF1-mediated super enhancer, lncRNA-LINC00857, which exerts its characteristics in promoting cell growth via regulating glutamine metabolism. Notably, HSF1 could stimulate the super-enhancer activity of LINC00857 by the enrichment of acetyltransferase P300 to its gene loci, contributing to LINC00857 transcription. In turn, nuclear LINC00857 cooperated with HSF1 to promote ANXA11 transcription, which modulated SLC1A5/ASCT2 protein expression by binding competitively to miR-122-5p. The knockout of ANXA11 attenuated colorectal cancer formation in vivo. Collectively, we shed light on a closely cooperative machinery between HSF1 and super enhancers. HSF1 could stimulate acetyltransferase P300-mediated super-enhancer activity to facilitate LINC00857 expression, contributing to SLC1A5-mediated glutamine transport. Targeting the HSF1/LINC00857/ANXA11 axis may provide a valuable therapeutic strategy against colorectal cancer.

## 1. Introduction

Colorectal cancer (CRC), a high-incidence malignancy, ranks second in terms of mortality globally [1]. CRC is a multifactorial disease, with factors such as genetic predisposition and dysbiosis of the gut microbiota [2]. Once diagnosed, however, most CRC patients are at an advanced stage, and the recurrence rate of CRC is also high due to the infiltration of surrounding tissues and distant metastasis. Therefore, further exploration of the mechanisms of CRC carcinogenesis is beneficial for diagnosis and treatment.

Super enhancers (SE) are clusters of multiple adjacent enhancers. Specific histone modifications are essential for super-enhancer activity, especially histone 3 lysine 27 acetylation (H3K27ac) which is the most common marker used to identify super enhancers. Unlike typical enhancers, super enhancers have a larger genome region span and most of their associated genes play key roles in cell-fate determination [3,4]. Targeting super enhancer-driven genes offers an Achilles heel for killing cancer cells [5]. Super enhancers exert powerful transcriptional regulation by recruiting a wealth of master transcription factors, RNA polymerase II, and other cofactors [6,7]. The bromodomain and extra-terminal (BET) proteins such as BRD4 serve as primary epigenetic “readers” that activate gene transcription by identifying and binding histone acetylated lysine residues at the region where the super enhancer is located [8,9]. Therefore, super-enhancer-related genes tend to be sensitive to BET inhibitors such as JQ1 and I-BET-762 [10,11]. Super enhancers can also generate noncoding RNA [12]. Most of the super-enhancer noncoding RNA belongs to the class of lncRNA, called super-enhancer lncRNA (SE-lncRNA), which is seldom studied.

As an evolutionarily conserved transcription factor, heat shock factor 1 (HSF1) protect cells from cellular stress responses [13]. Additionally, HSF1 has been found to be overexpressed or activated in a variety of cancers [14]. Recent years have witnessed the prominent roles of HSF1 in processes such as maintaining protein homeostasis, repairing damaged DNA, facilitating cell proliferation, migration, and regulating the process of apoptosis [15,16]. Unexpectedly, HSF1 could affect tumor immunity by regulating MHC-I machinery or PD-L1 expression [17,18]. Notably, HSF1 is closely associated with metabolism reprogramming, which is considered to be one of the hallmarks of cancer [19]. HSF1 has been proven to be intimately involved in glycose, lipid, and amino-acid metabolism [20,21,22]. By regulating tumor metabolic processes, HSF1 can help tumor cells to adapt to adverse environments. The “pioneer” transcription factor HSF1 could first get close to the regulatory elements and help the recruitment of other factors by acting as a scaffold [23,24]. Therefore, this study focused on the mechanism underlying super-enhancer activation and its relationship with HSF1 in CRC. Here, we performed a super-enhancer landscape in CRC, and we screened out an HSF1-mediated super-enhancer, lncRNA-LINC00857, by lncRNA microarray. Importantly, HSF1 could stimulate acetyltransferase P300-mediated super-enhancer activity to facilitate LINC00857 expression, contributing to SLC1A5-mediated glutamine transport. In addition, we validated that targeting the HSF1/LINC00857/ANXA11 axis may provide a valuable therapeutic strategy against CRC.

## 2. Materials and Methods

### 2.1. Cells

All cells were purchased from the cell bank of the Chinese Academy of Sciences (Shanghai, China). HCT116 and DLD1 were cultured at 37 °C with 5% CO_2_ in McCOY’s 5A medium (GENOM, GNM16600, Hangzhou, China) or RPMI 1640 medium (GENOM, GNM31800) supplemented with 10% fetal bovine serum. The cells were tested for mycoplasma contamination every two months.

### 2.2. Antibodies, Reagents, and Kits

The following antibodies were used in this study: a-Tubulin (T5168, Sigma-Aldrich, St. Louis, MO, USA), HSF1 (ab52757, Abcam, Cambridge, UK), Histone H3 (acetyl K27) (ab177178, Abcam), ANXA11 (SC46686, Santa Cruz, CA, USA), p-mTOR (ab109268, Abcam), p-P70S6K (9234S, CST, Danvers, MA, USA), SLC1A5 (ab237704, Abcam), P300 (ab275378, Abcam), Pol II (ab26721, Abcam), BRD4 (A301-985A100, Bethyl Laboratories, Montgomery, TX, USA), β-actin (4970L, CST). The reagents used in this study are listed below: JQ1 (S7110, Selleck, Shanghai, China), I-BET-762 (S7189, Selleck), X-treme GENE™ 9 DNA Transfection Reagent (6365779001, Roche, Basel, Switzerland), Lipofectamine™ RNAiMAX (Invitrogen, Carlsbad, MA, USA, 13778150), UltraSYBR Mixture (CW0957M, cwbiotech, Taizhou, China), AOM (Azoxymethane) (A5486, Sigma-Aldrich), DSS (dextran sulfate sodium salt colitis grade) (160110 (MW36000–50000), MP). The kits used in this study are listed below: Simple ChIP^®^ Enzymatic Chromatin IP Kit (Magnetic Beads) (CST, 9003S), miRNeasy Mini Kit (50) (Qiagen, Duesseldorf, Germany, 217004), miScript II RT Kit (50) (Qiagen, 218161), miScript SYBR Green PCR Kit (200) (Qiagen, 218073), High Capacity cDNA Reverse Transcription Kit (Thermo, Waltham, MA, USA, 4368814), Magna RIP™ RNA Binding Protein Immunoprecipitation Kit (Millipore, Billerica, MA, USA, no. 17–700), Dual-Luciferase Reporter Kit (Promega, Madison, WI, USA, E2920), RIPAb + AGO2 Kit (EMD Millipore, 03-110).

### 2.3. Tissue Samples

All experiments were in accordance with the Helsinki Declaration. This study was approved by The Institute of Research Medical Ethics Committee of the Affiliated Hospital of Weifang Medical University. All patients signed the informed consent forms. The samples were obtained from the Affiliated Hospital of Weifang Medical University. The patients did not receive other treatments before surgery. The samples were collected after surgery and stored at −80 °C immediately.

### 2.4. CCK8 Assays and Colony Formation Assays

A total of 3000 cells per well were seeded in 96-well plates. Cell Counting Kit-8 (C0038-500, Beyotime, Shanghai, China) solution was added to the cells and incubated at 37 °C for 30 min. Subsequently, the optical density value was checked at a wavelength of 450 nm. A total of 1000 cells per well were seeded in 6-well plates and cultured for 11 days. Then, the colonies were stained by 0.1% crystal violet and calculated.

### 2.5. siRNA and shRNA Transfection

A total of 1 × 10^5^ HCT116 or DLD-1 cells were seeded in 6-well plates and transfected with siRNA by RNAiMAX. The cells were infected with the lentiviral-expressing shRNA via 5 µg/mL polybrene. The siRNA/shRNA was purchased from Genepharma (Shanghai, China). All mentioned sequences are listed in Supplementary Table S1.

### 2.6. RNA Isolation, Reverse Transcription, and Quantitative PCR

The qPCR assays were performed as reported previously [22]. a-Tubulin was used for the control. The primer sequences for qPCR are listed in Supplementary Table S2.

### 2.7. Western Blot and Immunohistochemistry

WB and IHC assays were performed as previously reported [22]. The antibody concentrations for Western blot were as follows: HSF1 (1:1000), H3K27ac (1:10,000), a-Tubulin (1:10,000), GLS1 (1:1000), ANXA11 (1:1000), SLC1A5 (1:5000), β-actin (1:5000), p-mTOR (1:1000), p-P70S6K (1:1000). The antibody concentrations for IHC were as follows: Ki67 (1:200), p-mTOR (1:100), HSF1 (1:200), ANXA11 (1:400). The original Western Blot figures can be found in File S1 in supplementary material.

### 2.8. Fluorescence In Situ Hybridization (FISH)

Briefly, the sample slides were fixed with formaldehyde. After dewaxing and dehydration, the denatured probe was hybridized overnight at 42 °C. Subsequently, the slides were rapidly washed, and the nuclei were counterstained with DAPI. The nuclei stained by DAPI were blue under ultraviolet excitation, and the expression of LINC00857 was achieved with green light (FAM (488)). The probe against LINC00857 was purchased from Servicebio (Wuhan, China). The sequence of the probe is as follows: 5′-FAM-TTGGGACAGGGTTTGGAACTCTTGCGG-FAM-3′.

### 2.9. Luciferase Activity Assays

EXO5-3xFlag-HSF1, pGL4.10-LINC00857 promoter, pGL4.10-ANXA11 promoter, pMIR-REPORT-ANXA11 (WT or MT), and pMIR-REPORT-SLC1A5 (WT or MT) plasmids were obtained from OBiO technology (Shanghai, China). The plasmids were transfected into 293T cells via the X-treme GENE™ 9 DNA Transfection Reagent. The luciferase activities were measured via a dual-luciferase reporter kit (Promega, E2920).

### 2.10. Chromatin Immunoprecipitation (ChIP) and Sequencing Analysis (ChIP-Seq)

The ChIP assays were performed as reported previously [25]. The purified DNA was analyzed by qPCR. The primer sequences for qPCR are listed in Supplementary Table S2. Meanwhile, high-quality purified DNA was sequenced and analyzed on an Illumina NovaSeq 6000 at Kangchen Bio-tech Inc. (Shanghai, China). MACS V1.4.2 software was used for peak detection. Statistically significant ChIP-enriched peaks were identified by comparison of the IP vs. input sample.

### 2.11. lncRNA Microarray Analysis

Total RNA was isolated via the Trizol reagent (Qiagen, 1023537). The lncRNA expression profile was measured by Arraystar LncRNA microarray V5.0 by Kangchen Bio-tech Inc. (Shanghai, China). The data were analyzed using the limma package in R Studio. Differentially expressed lncRNAs after HSF1 knockdown were screened out when the *p* value < 0.05 and |log_2_FC| ≥ 1.0. The following analysis contains elements of gene ontology (GO) analysis, Kyoto encyclopedia of genes and genomes (KEGG) analysis, and gene set enrichment analysis (GSEA). Firstly, the correlation was calculated between each differential lncRNA and all mRNAs, and then GSEA pre-ranked in GSEA software was used to conduct a gene set enrichment analysis.

### 2.12. RNA Immunoprecipitation Assays (RIP)

The RIP assays were performed as reported previously [25]. The antibodies for RIP were used via the RIPAb + AGO2 Kit (EMD Millipore, 03-110). The RNA was isolated for qPCR analysis. The primer sequences for qPCR are listed in Supplementary Table S2.

### 2.13. Amino Acid Metabolism Analysis

A total of 1 × 10^7^ cells were collected and flash-frozen in liquid nitrogen. LC–MS was conducted at Bio Novo Gene Co., Ltd. (Suzhou, China). In brief, the cells were added to 300 μL 10% formic acid methanol–H_2_O (1:1 *v*/*v*) solution and 100 mg glass beads. Then, the cells were immersed in liquid nitrogen for rapid freezing for 5 min. The cells were oscillated cells at 50 Hz for 1 min and centrifuged at 12,000 rpm for 5 min at 4 °C. An aliquot of 20 μL of the supernatant was added to a 180 μL 10% formic acid methanol–H_2_O (1:1 *v*/*v*) solution. Then, 100 µL double isotope was added to achieve a concentration of 100 ppb to 100 µL diluted samples. Finally, the supernatant was filtrated through a 0.22 μM membrane. After LC–MS, the concentration of 22 amino acids was analyzed quantitatively.

### 2.14. Xenograft Model

Animal studies were approved by the Institutional Animal Care and Use Committee of Weifang Medical University and NIH guidelines. Ten 5-week-old BABL/c nude mice were divided into two groups. A total of 5 × 10^6^ HCT116 cells transfected with control-shRNA or LINC00857-shRNA were subcutaneously injected into the nude mice, respectively. Tumor volumes were measured every three days. All mice were sacrificed at day 26, and tumors were weighed. The tumors were fixed with neutral formalin for subsequent immunohistochemical experiments.

### 2.15. AOM/DSS Model

Both the 6-week-old normal and ANXA11 knockout (ANXA11^−/−^) C57BL/6J mice were purchased from GemPharmatech Co., Ltd. (Wilmington, DE, USA) The ANXA11 KO mice were produced by the CRISPR/Cas9 strategy. All mice were induced to an azoxymethane (AOM)/dextran sulfate sodium (DSS) model as reported previously [22]. All mice were sacrificed at day 100. The colorectal tissues were dissected, rinsed in PBS, and cut open longitudinally to measure the tumor numbers and sizes.

### 2.16. Statistical Analysis

The online TCGA database used in this study contains GEPIA (http://gepia2.cancer-pku.cn/ (accessed on 12 January 2021 )) [26], TIMER (http://timer.cistrome.org/ (accessed on 9 January 2022)) [27], Starbase (http://starbase.sysu.edu.cn/ (accessed on 21 February 2021)) [28], lnCAR (https://lncar.renlab.org/ (accessed on 6 March 2021)) [29], Kaplan–Meier Plotter (http://kmplot.com/analysis/ (accessed on 5 April 2021)) [30], UCSC (http://genome.ucsc.edu/ (accessed on 18 June 2021)) [31], and ENCODE (https://www.encodeproject.org/ (accessed on 11 October 2021)) [32]. The student’s *t*-test and log-rank (Mantel–Cox) test were performed for statistical significance analysis using GraphPad Prism 7. A *p* value < 0.05 was considered as statistically significant. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

## 3. Results

### 3.1. H3K27ac Landscape in Colorectal Cancer

H3K27ac is the best marker for indicating super enhancers. To explore whether super enhancers are associated with CRC, we performed ChIP-seq with H3K27ac antibodies in HCT116 cells (GSE198223). A systematic analysis of the H3K27ac landscape in HCT116 cells was conducted and the top 20 associated mRNAs were annotated (Figure 1A,B). Interestingly, the majority of the H3K27ac ChIP-seq peaks were located at intron and intergenic regions (Figure 1C). To gain insight into the features of the super-enhancer-associated genes in CRC, we subjected them to gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) analyses (Figure 1D–G). Overall, we profiled H3K27ac enrichment by chromatin immunoprecipitation sequencing in CRC.

### 3.2. Screening for HSF1-Associated lncRNAs

The super-enhancer region is more densely occupied by master transcription factors. The transcription factor HSF1 is closely associated with cell metabolism, which is in accordance with super enhancers. Super enhancers can also generate noncoding RNA, called super-enhancer lncRNA (SE-lncRNA), which is seldom studied in colorectal cancer. Therefore, this study put emphasis on the HSF1-associated SE-lncRNA. Firstly, we performed an lncRNA microarray analysis after knockdown of HSF1 with two specific siRNAs in HCT116 cells (GSE198224) (Figure 2A). 

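HCT116 is a human colon cancer cell line. The array data cover 9 samples of it in 3 groups, namely 3 control samples, 3 samples transfected with the first HSF1 siRNA (HSF1-siRNA-1) and 3 transfected with the second (HSF1-siRNA-2). Each sample was hybridised to its own Arraystar LncRNA V5.0 array in a single colour, Cy3. The authors deposited the scanner output of each array, made with Agilent Feature Extraction 11.0.1.1, in which every spot has a background-subtracted brightness (intensity), and a table of their own normalized log2 values. An array held 60496 distinct probes after control spots were left out. On the control arrays 51583 to 52990 probes were well above background (median 52024), with HSF1-siRNA-1 49855 to 50252 (median 49970), and with HSF1-siRNA-2 46894 to 51649 (median 48545). No probe was saturated. The scanner values were put on the log2 scale, and the 75th percentile of each array was subtracted. Spots with an outlier flag were left out, and the 53066 probes that were well above background on at least 3 of the 9 arrays were tested. Each siRNA was compared with the control by limma, in a single fit of all 9 arrays. A probe was called when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change was at least 1 in size. The files hold probe identifiers that they do not pair with gene names, and no column says which probes measure lncRNAs, so counts are counts of probes of any kind. The level of HSF1 itself was for the same reason not analysed here.
The arrays were scanned in 2 sessions that lay months apart, and each session was a single slide. Replicates 1 and 3 of the control belonged to the earlier session, and replicate 2 of the control and all 6 siRNA arrays belonged to the later session. Neither the paper's text nor the sample labels state whether the cultures, RNA and labelling of the 3 controls were prepared together with those of the siRNA samples, so a difference between the sessions covers these steps as well as the slide and the scan, and the 3 controls are replicates by their labels. The rank correlation between arrays across probes was 0.971 to 0.990 for pairs of the same group and session, but 0.861 and 0.880 for the 2 pairs of controls from different sessions. Arrays of different groups within a session had rank correlations of 0.953 to 0.977. The control arrays of different sessions therefore lay further apart than arrays of different groups within a session, and the spread between control replicates was larger than that within either siRNA group, with a median SD per probe of 0.483 on the log2 scale for the control, 0.101 for HSF1-siRNA-1 and 0.188 for HSF1-siRNA-2. Because control replicate 2 was scanned with the siRNA arrays, the comparison could also be fitted with the scan session as a block.

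**Figure D1:**
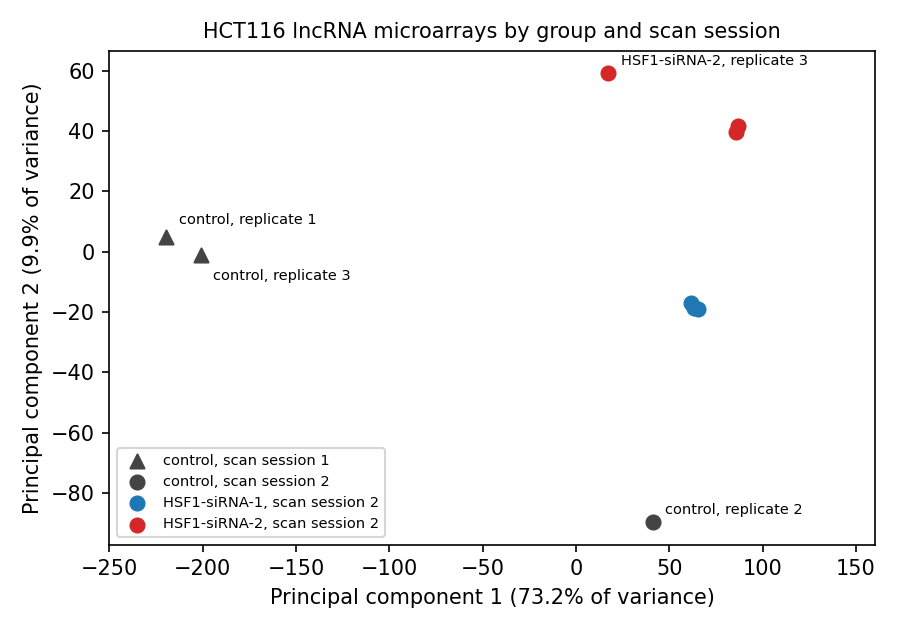
The first 2 principal components of the log2 values of the 9 arrays, as the share of variance given on each axis; a point is an array, its colour the group and its shape the scan session. Component 1 (73.2% of the variance) parts control replicates 1 and 3, at -219.66 and -201.16, from the other arrays, which lie between 17.32 and 86.57, and component 2 (9.9%) parts control replicate 2, at -89.68, from the siRNA arrays.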

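With HSF1-siRNA-1, 1722 probes were higher and 1599 lower than in the control at an adjusted p under 0.05 and a change of at least 2-fold. With HSF1-siRNA-2, 2473 probes were higher and 2693 lower. In the intersection of both siRNAs, 1323 probes were higher and 783 lower, so that 62.8% of the shared calls were higher. Among these shared calls the median absolute log2 fold change was 1.62 with HSF1-siRNA-1 and 1.75 with HSF1-siRNA-2, against a median standard error of 0.27 over all probes tested with either siRNA. The median log2 fold change of all probes tested was -0.29 with HSF1-siRNA-1 and -0.25 with HSF1-siRNA-2 at this scaling. With the scan session as a block, 1222 probes were higher and 642 lower with both siRNAs, and 733 of the higher and 260 of the lower probes were called in both fits. In number of probes, the shared calls moved most without replicate 2 of the control, when the siRNA arrays were compared only with controls of the other scan session and 5827 probes were higher and 10525 lower. In proportion, they moved most with the row of the array on its slide as a random block, to 53 higher and 4 lower. Within the groups only the controls lay in different rows, so the spread between rows in that fit comes from them and carries the session difference. This fall in number therefore does not show that the calls depend on the row. The identifiers of the probes fall into 3 series by their letters. Of the probes called with both siRNAs, 833 higher and 302 lower were of the LNC1A series, 371 higher and 352 lower of the AP1B series, and 119 higher and 129 lower of the ASHGV series. The direction of the ASHGV series depended on the setting. It had 176 higher and 54 lower with the scan session as a block, but 107 higher and 163 lower without a filter on dim probes.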

We identified 883 significantly upregulated lncRNAs that exhibited a more than 2-fold change, while there were 291 downregulated lncRNAs (Figure 2B). Among them, 111 lncRNAs belonged to enhancer-mediated lncRNAs (Figure 2C). Furthermore, 72 enhancer-mediated lncRNAs (65%) had a canonical HSF1 binding site (HSE) in their promoter regions (Figure 2D), suggesting potential bona fide targets of HSF1. Among the 16 downregulated enhancer-mediated lncRNAs, 8 lncRNAs had an HSE in their promoter regions, demonstrating that enhancer-mediated lncRNAs are closely associated with HSF1 in CRC. Indeed, these enhancer-mediated lncRNAs showed significant H3K27ac signals in HCT116 cells during the analysis of datasets downloaded from the ENCODE database (Figure 2E and Supplementary Table S3), which was consistent with our own ChIP-seq data (Figure S1). Subsequently, we performed a gene set enrichment analysis (GSEA) on these eight enhancer-mediated lncRNAs (Figures S2 and S3). Unexpectedly, we discovered that LINC00857, which had the highest H3K27ac signal (Figure 2E), showed a distinct GO and KEGG from others. Collectively, our study screened out a series of HSF1-associated lncRNAs, and we selected LINC00857 as the target for the following study.

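The probes with the largest changes are given by their identifiers, which the files do not pair with genes, so LINC00857 was not analysed here. They were taken by the mean log2 fold change of both siRNAs, among probes called with both and well above background on all siRNA arrays for a rise or on all control arrays for a fall. Probe ASHG19LNC1A103200273V5 rose from a log2 level of -2.53 ± 0.61 (SD, n = 3) relative to the 75th percentile in the control to 6.26 ± 0.04 (SD, n = 3) with HSF1-siRNA-1 and 6.94 ± 0.12 (SD, n = 3) with HSF1-siRNA-2. Its log2 fold changes were 8.79 (standard error 0.28, adjusted p = 3.51e-06 from limma) and 9.47 (standard error 0.28, adjusted p = 1.59e-06 from limma). Probe ASHGV40054532V5 was not well above background on any control array, so its rise has only a bound, taken against the lowest signal among probes well above background on each control array. It was at least 112.7-fold higher with HSF1-siRNA-1 and at least 382-fold higher with HSF1-siRNA-2. These bounds hold for the background subtraction used here. With normexp background correction (offset 50) its log2 fold changes were 4.73 and 6.45, which are smaller rises than the bounds. Probe ASHG19AP1B100031809V5 fell by 4.31 on the log2 scale with HSF1-siRNA-1 (standard error 0.20, adjusted p = 2.85e-05 from limma) and fell by 3.54 with HSF1-siRNA-2 (standard error 0.20, adjusted p = 6.26e-05 from limma), from a control level of 2.82 ± 0.38 (SD, n = 3). Probe ASHG19AP1B142923800V5 had log2 fold changes of -3.96 and -4.08 (standard error 0.43 each), and its 3 control arrays lay apart, at 2.77, 0.98 and 1.74. Its fall with HSF1-siRNA-1 was no longer past the threshold when the row of the array on its slide was fitted as a random block. With the scan session as a block the falls of this probe were -3.11 and -3.24. From the lncRNAs that changed after HSF1 knockdown, their enhancer annotation, the HSF1 binding sites in their promoters and their H3K27ac signals, the paper screens a series of HSF1-associated lncRNAs, and it selects LINC00857, which had the highest H3K27ac signal and a distinct gene set profile, for the experiments that follow.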

### 3.3. HSF1 Activates the Transcription of LINC00857 via Promoting Its Super-Enhancer Activity

We discovered clusters of multiple adjacent enhancers in LINC00857 gene loci in CRC cell lines (Figure 3A), suggesting that LINC00857 may be a super-enhancer lncRNA. To further validate this hypothesis, we identified canonical HSF1 binding sites at the LINC00857 promoter and two enhancers (E1 and E2). ChIP-qPCR assays confirmed the occupancy of H3K27ac and HSF1 at these sites (Figure 3B–E). We further constructed a luciferase reporter containing an HSF1 binding site at the LINC00857 promoter that showed a higher H3K27ac activity and found that HSF1 could stimulate the activity of the LINC00857 promoter (Figure S4A), suggesting that HSF1 was responsible for LINC00857 promoter activity. Subsequently, we explored whether and how LINC00857 is regulated by HSF1 and super enhancers. The cancer genome atlas (TCGA) data showed a significant positive correlation between the expression of HSF1 and LINC00857 (Figure S4B). Additionally, we confirmed that the LINC00857 level was clearly reduced after HSF1 knockdown (Figure S4C). BRD4, the most well-studied BET protein, was overexpressed and correlated with the expression of LINC00857 in CRC (Figure S4D,E). Upon the genetic deletion of BRD4 or the inhibition of the BET domain by inhibitors (JQ1 and I-BET-762), which can strongly interfere with the establishment of super enhancers [10], LINC00857 expression and the cell viability was both decreased significantly (Figure S4F–I). These findings indicated that LINC00857 expression was indeed subject to HSF1 and super-enhancer activity. Unexpectedly, we discovered that the level of total H3K27ac activity was significantly reduced after silencing HSF1 (Figure 3F). As expected, the enrichment of H3K27ac at LINC00857 gene loci was decreased greatly after HSF1 knockdown (Figure 3G), demonstrating that the super-enhancer activity of LINC00857 depended on HSF1 expression. The latest research has reported that the acetyltransferase P300 was responsible for the super-enhancer activity [33]. Coincidentally, we observed that the enrichment of P300 at LINC00857 gene loci was markedly increased, while it appeared to reduce after HSF1 knockdown (Figure 3H,I and Figure S4J)—implying that HSF1 is indispensable for P300-mediated super-enhancer activity. Consequently, we concluded that HSF1 could activate the transcription of LINC00857 via regulating its super-enhancer activity, which is driven via acetyltransferase P300.

### 3.4. LINC00857 Is Upregulated and Beneficial for CRC Carcinogenesis

Next, we analyzed the roles of LINC00857 in CRC using the data from the TCGA database. As shown in Figure 4A and Figure S5A,B, LINC00857 was upregulated in CRC and correlated with tumor grade and microsatellite instability status. Additionally, CRC patients with a high LINC00857 expression had a shorter overall survival (Figure S5C), suggesting its key role in driving CRC progression. Likewise, our FISH assays verified the overexpression of LINC00857 in CRC tissues (Figure 4B). Meanwhile, qPCR assays indicated that LINC00857 was consistently upregulated in CRC cell lines compared with FHC—the normal colon epithelial cell (Figure 4C). CCK8 and colony formation assays implied that the proliferative ability of HCT116 and DLD1 cells dropped dramatically after LINC00857 knockdown by two specific siRNAs (Figure 4D–F). To validate the effect during in vitro assays, we packaged the most effective siRNA sequence into a lentivirus to knock down LINC00857, which showed a similar effect on cell proliferation (Figure S5D–F). In vivo, we conducted xenograft models using HCT116 cells, and we observed that the tumor volume and weight were smaller after LINC00857 knockdown by lentiviral-expressing shRNA (Figure 4G–I). However, the body weight of nude mice exhibited no significant differences between them (Figure S5G). The immunohistochemistry results displayed a dramatic reduction in the degree of Ki67 and p-mTOR among LINC00857-silenced tumor tissues (Figure 4J and Figure S5H). Our previous study showed that HSF1 stimulates mTOR activity to promote CRC progression. In this case, LINC00857 was also critical for mTOR activity, further validating the biological significance of the HSF1/LINC00857 axis in CRC.

### 3.5. The HSF1/LINC00857 Axis Promotes the Transcription of ANXA11

Previous studies have mainly referred to the function of LINC00857 in the cytoplasm. The subcellular distribution results confirmed that LINC00857 was localized in both the nucleus and the cytoplasm (Figure 5A). Therefore, our study focused on the functions of LINC00857 in the nucleus in CRC. Notably, we searched for LINC00857 gene loci using the UCSC database and found ANXA11 was at the opposite strand of the upstream region of LINC00857 where there was also a canonical HSF1 binding site (Figure 5B). The TCGA data showed a significant positive correlation between the expression of HSF1, LINC00857, and ANXA11 in CRC (Figure 5C and Figure S6A,B). Meanwhile, we detected the increased expression of ANXA11 in CRC tissues (Figure S6C) and discovered a co-expression of HSF1 and ANXA11 in CRC tissues (Figure 5D and Figure S6D). The clinicopathological parameters of CRC patients were showed in Table S4. Moreover, based on the data from the TIMER and Kaplan–Meier Plotter databases, a high ANXA11 expression was associated with a poorer prognosis (Figure S6E,F). More importantly, the qPCR data demonstrated that the expression of ANXA11 was dramatically decreased after LINC00857 or HSF1 knockdown, respectively (Figure 5E,F). Likewise, both HSF1 and LINC00857 could stimulate the activity of the ANXA11 promoter (Figure 5G), suggesting a direct regulation of the HSF1/LINC00857 axis during ANXA11 transcription. Moreover, reintroducing ANXA11 was able to partially rescue the LINC00857-depletion-induced cell growth defect (Figure S6G). Notably, our study discovered that silencing LINC00857 or HSF1 strongly attenuated the enrichment of the transcription activator RNA Pol II in the ANXA11 promoter region (Figure 5H), suggesting that the HSF1/LINC00857 axis could promote the recruitment of RNA Pol II to contribute to ANXA11 transcription. Taken together, these data indicated that LINC00857 cooperates with HSF1 to activate ANXA11 transcription in the nucleus.

### 3.6. The LINC00857/ANXA11 Axis Promotes SLC1A5-Mediated Glutamine Transport

As the above data show, the super enhancer was closely associated with cell metabolic processes. According to the lnCAR data, KEGG enrichment analysis showed that LINC00857 was the most relevant in metabolic pathways (Figure S7A). In our previous study, we reported that HSF1 stimulated glutaminase 1 (GLS1)-mediated glutaminolysis to promote CRC development [22]. Therefore, we wondered whether there was a connection between the LINC00857/ANXA11 axis and glutamine metabolism. Firstly, we performed amino-acid metabolic profiling by liquid chromatography mass spectrometry (LC–MS) analysis and found that, after LINC00857 knockdown, the whole amino-acid metabolic profile was markedly altered (Figure 6A and Figure S7B,C). Among the amino acids, glutamic acid (Glu) and aspartic acid (Asp) were significantly downregulated after LINC00857 knockdown (Figure 6B–D). Since glutamic acid can be converted to aspartic acid, it is probable that the decrease in aspartic acid is caused by the decrease in glutamic acid, validating the association between LINC00857 and glutamine metabolism. However, we did not detect the alteration of GLS1 expression after LINC00857 or ANXA11 knockdown (Figure S7D,E). Interestingly, we identified a significant correlation between the expression of the HSF1/LINC00857/ANXA11 axis and SLC1A5 (also known as ASCT2) (Figure 6E and Figure S7F), a plasma membrane transporter responsible for regulating intracellular glutamine levels [34]. In addition, we measured the decreased SLC1A5 protein levels and p-mTOR activity after LINC00857 or ANXA11 knockdown, which were in accordance with our previous results (Figure 6F and Figure S7G,H). In summary, the LINC00857/ANXA11 axis could promote glutamine transport by regulating SLC1A5 protein expression.

However, we did not detect the alteration of SLC1A5 mRNA after ANXA11 knockdown (Figure S7I), implying a novel regulatory mechanism between them. Recent studies have shown that, as with lncRNA or circRNA, mRNA can also competitively bind miRNAs to promote the translation process of downstream targets (ceRNA mechanism) or mediate miRNA degradation [35,36]. Using bioinformatics tools, we screened out a series of miRNAs complementary to ANXA11 mRNA or the SLC1A5 3′UTR region (Figure 6G,H). Among them, miR-122-5p was the only intersection which was negatively associated with the expression of ANXA11 in CRC (Figure S7J). Quantitative-PCR assays showed that the knockdown of ANXA11 did not affect the expression of miR-122-5p (Figure S7K), excluding the possibility that ANXA11 could mediate miR-122-5p’s degradation. Dual-luciferase assays indicated that miR-122-5p could directly bind to ANXA11 mRNA and the SLC1A5 3′UTR region, inhibiting their activity (Figure 6I and Figure S7L,M). However, miR-122-5p failed to inhibit this activity once the binding sites were mutated in the ANXA11 mRNA and the SLC1A5 3′UTR region. Meanwhile, the overexpression of miR-122-5p significantly suppressed SLC1A5 protein expression, further demonstrating that SLC1A5 was a target of miR-122-5p. However, the inhibition of miR-122-5p could rescue SLC1A5 inactivation with ANXA11 depletion, suggesting that ANXA11 regulates SLC1A5 expression via miR-122-5p (Figure 6J,K). To determine whether ANXA11 and miR-122-5p were in the RNA-induced silencing complex, we performed RIP assays using the Ago2 antibody. We observed a higher level of ANXA11 mRNA and miR-122-5p in the anti-Ago2 group (Figure 6L,M). Taken together, these data suggest that ANXA11 could competitively bind to miR-122-5p, resulting in SLC1A5 protein expression.

### 3.7. Knockout of ANXA11 Attenuated CRC Carcinogenesis In Vivo

In our previous study [22], HSF1-null mice were highly resistant to the azoxymethane (AOM)/dextran sulfate sodium (DSS)-induced CRC mice model. Our next focus was whether ANXA11 participated in HSF1-mediated CRC carcinogenesis in the AOM/DSS-induced mice model. Firstly, we identified that ANXA11 protein levels were markedly increased in AOM/DSS-treated mice, while they were significantly decreased after HSF1 knockout (Figure 7A,B). To validate that ANXA11 indeed participated in this process, we generated ANXA11-knockout mice by a CRISPR/Cas9 strategy (Figure 7C). We observed that the number and area of tumors were noticeably reduced after ANXA11 deletion (Figure 7D–F). It is noteworthy that the overall survival of ANXA11-null mice was longer than that of the control mice (Figure 7G). Moreover, variation in body weight was not apparent (Figure 7H). Immunohistochemistry assays displayed a dramatic reduction in the degree of Ki67 among ANXA11-silenced tumor tissues (Figure 7I and Figure S7N). These data suggest that ANXA11 is also indispensable for the formation of AOM/DSS-induced CRC. 

## 4. Discussion

The accumulating evidence has suggested that HSF1 exerts a multifaced feature in tumorigenesis [37]. Recent studies have demonstrated that HSF1 expression is negatively correlated with immune checkpoint genes’ expression [38], tumor mutational burden (TMB), and microsatellite instability (MSI) in CRC [39], implying no reaction to immunotherapy when HSF1 is highly expressed. Therefore, it may be theoretically feasible to target HSF1 when unresponsive to immunotherapy. Even stromal HSF1 promoted extracellular matrix remodeling, contributing to inflammation-driven CRC [40]. Given the dual effects on tumor cells and stroma, we asked whether targeting HSF1 would receive a better result. Glutamine is one of the primary nutrients on which cancer cells depend. Based on the latest studies, cancer cells prefer glutamine rather than glucose, while the tumor microenvironment consumes more glucose [41]. Therefore, it is more worthwhile to explore the regulatory mechanism of glutamine metabolism in cancer cells. Previously, we have demonstrated that HSF1 can promote CRC progression by stimulating glutamine catabolism through upregulating GLS1 expression [22]. In this study, we demonstrated that HSF1 could also stimulate glutamine metabolism by regulating the glutamine transporter-SLC1A5/ASCT2, further highlighting the potential of targeting HSF1 in colorectal cancer.

Super enhancers play key roles in driving the expression of cell-specific genes by interacting with transcription factors, RNA pol II, and non-coding RNA. Recent research has shown that the acetyltransferase P300 was responsible for the super-enhancer activity, which activated transcription by acetylating histones and promoting the binding of transcriptional complexes to target gene promoters [33,42]. However, the mechanism of how super-enhancer activity is regulated remains elusive. The “pioneer” transcription factor HSF1 could first get close to the regulatory elements and help the recruitment of other factors by acting as a scaffold. Indeed, our study found that HSF1 could stimulate the super-enhancer activity by promoting the enrichment of P300 at gene loci. Accordingly, our study shed light on the mechanism of how super-enhancer activity is regulated in CRC. Our previous study demonstrated that H3K27ac activity was indispensable for HSF1 expression [38]. Therefore, a positive feedback loop may exist between HSF1 and super enhancers, facilitating HSF1’s persistent activation.

The long chain non-coding RNA (lncRNA) directly regulated by super enhancers is called super-enhancer lncRNA (SE-lncRNA) [12]. For example, SE-LINC01503, regulated by TP63, promotes ESCC cell proliferation by activating MAPK and AKT signaling [43]. At present, the functions of nuclear SE-lncRNA are seldom explored. In our study, we identified a super-enhancer, lncRNA-LINC00857, in CRC. LINC00857 was distributed both in the nucleus and cytoplasm. Cytoplasmic lncRNA could regulate the stability or translation of transcripts, while nuclear lncRNA could be involved in transcriptional regulation by binding with TFs and DNA [44]. Previous in vitro experiments have shown that silencing LINC00857 caused dramatic defects in cell proliferation and migration through a ceRNA mechanism [45]. In accordance with their results, our study verified that LINC00857 was essential for CRC cell proliferation via in vitro and, more compelling, in vivo experiments. More importantly, we demonstrated that HSF1 and LINC00857 cooperate in the promoter region of ANXA11 and lead to its transcription. It has been previously shown that ANXA11 expression is elevated and strongly correlates with the development and metastasis of CRC [46]. These data highlight LINC00857 as a prominent super-enhancer lncRNA which could regulate ANXA11 transcription in the nucleus.

To decipher the underlying mechanism for the actions of LINC00857, we performed amino-acid metabolic profiling by LC–MS analysis. Functionally, we characterized LINC00857 as an oncogenic lncRNA by mediating glutamine metabolism. Furthermore, this effect was dependent on SLC1A5, a transporter of glutamine, rather than glutaminase. However, we did not observe changes in the level of glutamine after LINC00857 knockdown. This may because there are many sources of glutamine. Other than SLC1A5-mediated glutamine transport, glutamine could also be synthetized by glutamine synthetase by tumor cells. We consider that after LINC00857 knockdown, as with other amino acids, the level of glutamine underwent a compensatory increase so as to meet the growth needs of tumor cells. However, the compensatory ability was limited. Meanwhile, the glutaminase activity was not affected after LINC00857 knockdown. Therefore, the level of glutamate was decreased eventually. In addition, the knockdown of ANXA11 reduced the level of the SLC1A5 protein without affecting its mRNA level, implying a novel regulatory mechanism between them. Similar to lncRNA, mRNA can also competitively bind miRNAs to inhibit the translation process of downstream targets (ceRNA mechanism) [35]. In our study, we identified the regulatory mechanism between ANXA11 and SLC1A5. We found that miR-122-5p could directly bind to ANXA11 mRNA or the SLC1A5 3′UTR region, and inhibit their activity. The overexpression of miR-122-5p significantly suppressed SLC1A5 protein expression, while the inhibition of miR-122-5p could rescue the SLC1A5 inactivation with ANXA11 depletion, suggesting that ANXA11 regulates SLC1A5 expression by miR-122-5p. One study noted that circRNA_0072995 facilitates ovarian cancer progression by binding competitively to miR-122-5p, promoting the expression of SLC1A5 [47]. The mechanism by which ANXA11 modulated SLC1A5 expression was similar, forming an RNA/miRNA/RNA complex in CRC cells. Finally, our in vivo experiments also demonstrated that the genetic deficiency of ANXA11 attenuated CRC carcinogenesis, validating the results of our in vitro assays.

Here, our findings uncovered a novel mechanism of HSF1 regulation of glutamine metabolism and further emphasized the importance of targeting glutamine metabolism in colorectal cancer. Consequently, insights into the precise regulatory mechanisms of the HSF1/LINC00857/ANXA11 axis in colorectal cancer progression can further develop novel specific targeted drugs and diagnostic strategies for colorectal cancer. For example, HSF1 or ANXA11 inhibitors may be of benefit to CRC patients. Additionally, abnormal metabolism is relevant with drug resistance. Could targeting the HSF1/ANXA11 axis overcome drug resistance? Of course, the validation of these inhibitors needs to be verified by a series of in vitro and in vivo assays, providing stronger evidence for the potential clinical application of our findings.

## 5. Conclusions

Collectively, we shed light on a closely cooperative machinery between HSF1 and super enhancers which is essential for CRC malignancy (Figure 7J). HSF1 could stimulate acetyltransferase P300-mediated super-enhancer activity to facilitate LINC00857 expression, contributing to SLC1A5/ASCT2-mediated glutamine transport. In addition, targeting the HSF1/LINC00857/ANXA11 axis may provide a valuable therapeutic strategy against CRC.

## Figures and Tables

**Figure 1:**
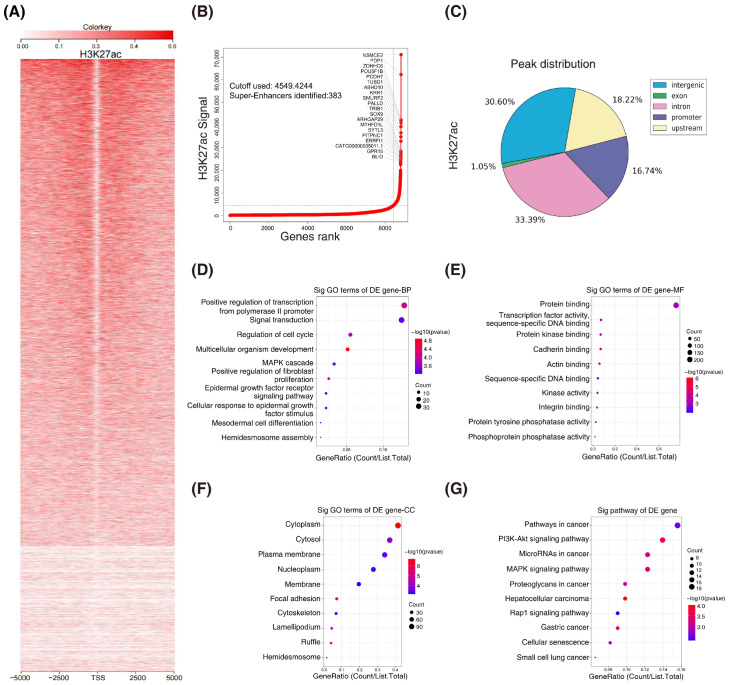
**H3K27ac landscape in colorectal cancer.** (**A**) Heatmaps of ChIP–seq signals for H3K27ac in HCT116 cells. Scale bar indicates the intensities. (**B**) Hockey stick plots on the basis of input–normalized H3K27ac signals in HCT116 cells. (**C**) Genome–wide distribution of H3K27ac ChIP–seq peaks in HCT116 cells. (**D**–**G**) Gene ontology (GO) and KEGG analyses of the super–enhancer associated genes. (BP, biological process; MF, molecular function; CC, cellular component; KEGG, Kyoto encyclopedia of genes and genomes).

**Figure 2:**
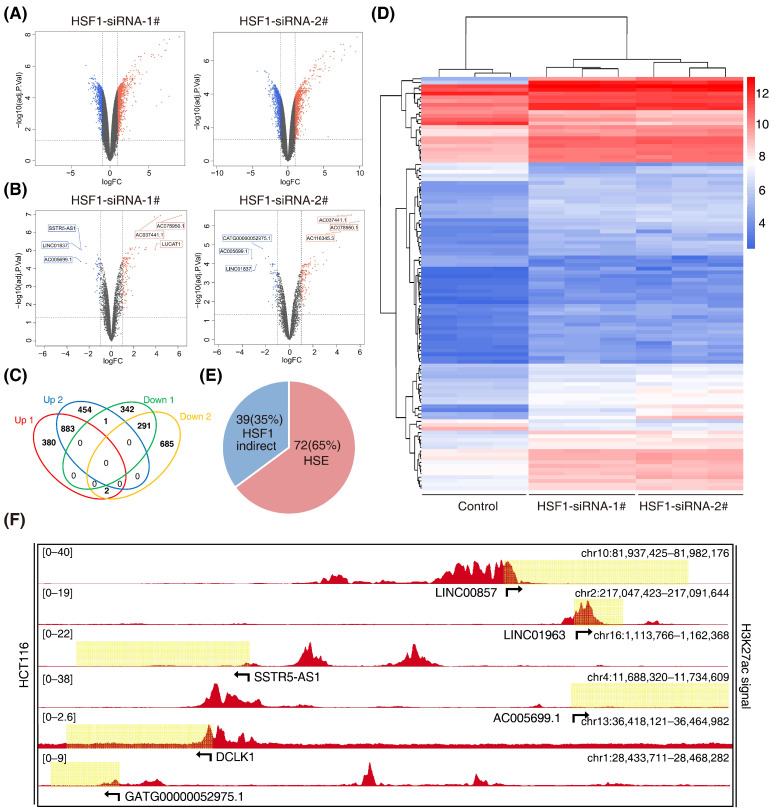
**Screening for HSF1-associated lncRNAs.** (**A**) Volcano plots of differentially expressed lncRNAs after HSF1 knockdown (*p* value < 0.05 and |log2FC| ≥ 1.0). (**B**) Volcano plots of differentially expressed enhancer-mediated lncRNAs after HSF1 knockdown (*p* value < 0.05 and |log2FC| ≥ 1.0). (**C**) Venn diagrams of overlapping differentially expressed lncRNAs from an intersection of upregulated and downregulated lncRNAs (*p* value < 0.05 and |log2FC| ≥ 1.0). (**D**) The heatmap shows the clustering of enhancer-mediated lncRNAs after HSF1 knockdown. (**E**) The number of HSF1-dependent enhancer-mediated lncRNAs with or without an HSF1 binding site (HSE) in their promoter regions. (**F**) Gene tracks of H3K27ac ChIP–seq occupancy at representative HSF1-dependent enhancer-mediated lncRNA gene loci in HCT116 cells. Data derived from the ENCODE database. Data represent the mean ± SD, *n* ≥ 3.

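Over all probes tested, 6377 were called with at least 1 of the siRNAs. Of these, 397 were higher and 814 lower with HSF1-siRNA-1 alone, and 1148 were higher and 1908 lower with HSF1-siRNA-2 alone. Among the 2110 probes called with both siRNAs, 2106 changed in the same direction and 4 in opposite directions. A probe called with a single siRNA is not thereby shown to differ between the siRNAs. Tested directly by limma at the same thresholds, 291 probes were higher and 551 lower with HSF1-siRNA-2 than with HSF1-siRNA-1. On the later slide the HSF1-siRNA-1 arrays lay in row 1 and the HSF1-siRNA-2 arrays in row 2, so siRNA and row cannot be told apart there. With the row as a random block 0 were higher and 0 lower, and with the session and the row as blocks 501 and 821. Neither fit tests a row effect on the later slide. In the first, the spread between rows comes from the controls alone, whose differences include the session. In the second, the row term is control replicate 3 against control replicate 1, on the earlier slide. Both comparisons with the control use the same 3 control arrays, which gives their fold changes a correlation across probes even without any effect. This correlation was 0.90 in the data, 0.50 on average in 20 simulated sets of unchanged arrays, and 0.97 when unchanged siRNA arrays were simulated at the level of control replicate 2, the control of their own scan session. Probes are not independent replicates.

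**Figure D2:**
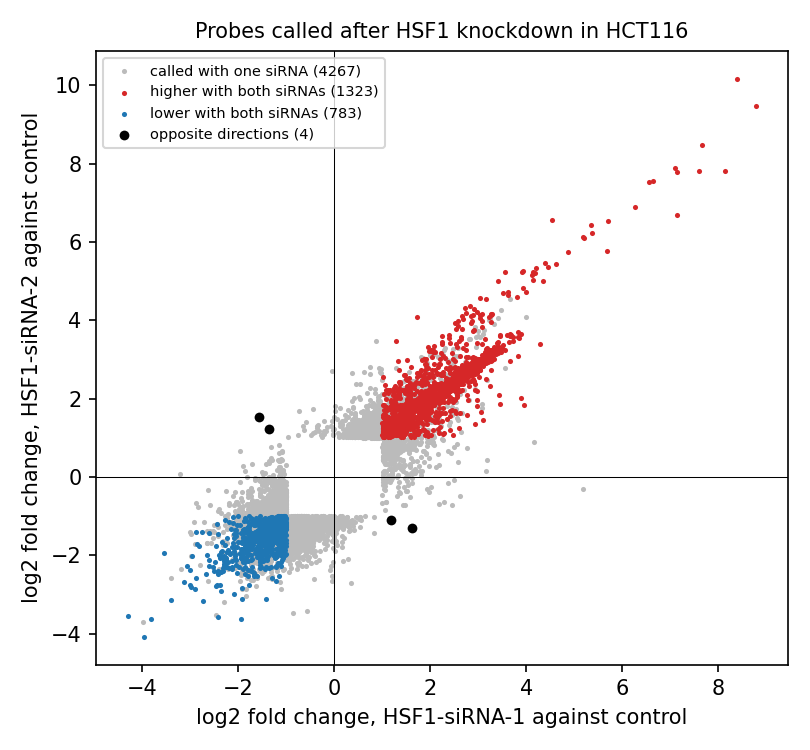
Log2 fold change against the control with HSF1-siRNA-1 (horizontal axis) and HSF1-siRNA-2 (vertical axis) for each probe called with at least 1 siRNA; a point is a probe. Red points are the 1323 probes higher with both siRNAs, blue points the 783 lower with both, black points the 4 called in opposite directions and grey points the 4267 called with a single siRNA.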

**Figure 3:**
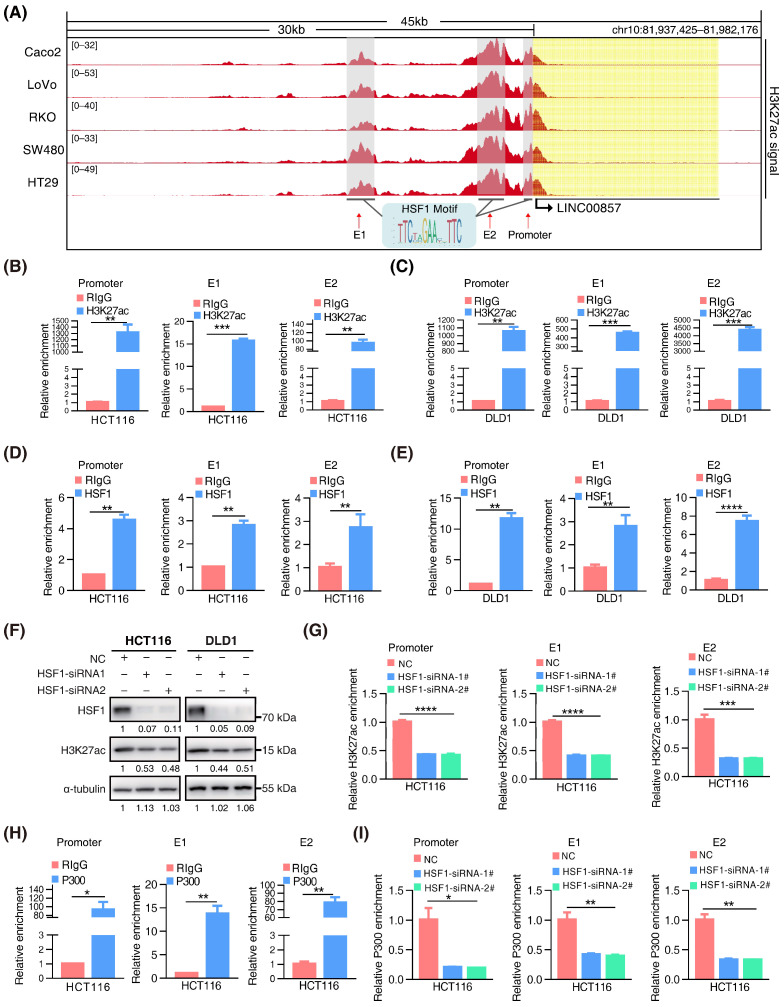
**HSF1 activates the transcription of LINC00857 via promoting its super-enhancer activity.** (**A**) Gene tracks of H3K27ac ChIP–seq occupancy at LINC00857 gene loci in CRC cell lines. Data derived from the ENCODE database. (**B**,**C**) The relative enrichment level of H3K27ac at the LINC00857 promoter and enhancers by ChIP–qPCR assays. (**D**,**E**) The relative enrichment level of HSF1 at the LINC00857 promoter and enhancers by ChIP–qPCR assays. (**F**) The effect of HSF1 knockdown on the H3K27ac level as explored by Western blotting. (**G**) The relative enrichment level of H3K27ac the LINC00857 promoter and enhancers after HSF1 knockdown by ChIP–qPCR assays. (**H**) The relative enrichment level of P300 at the LINC00857 promoter and enhancers by ChIP–qPCR assays. (**I**) The relative enrichment level of P300 at the LINC00857 promoter and enhancers after HSF1 knockdown by ChIP–qPCR assays. Data represent the mean ± SD, *n* = 3. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 4:**
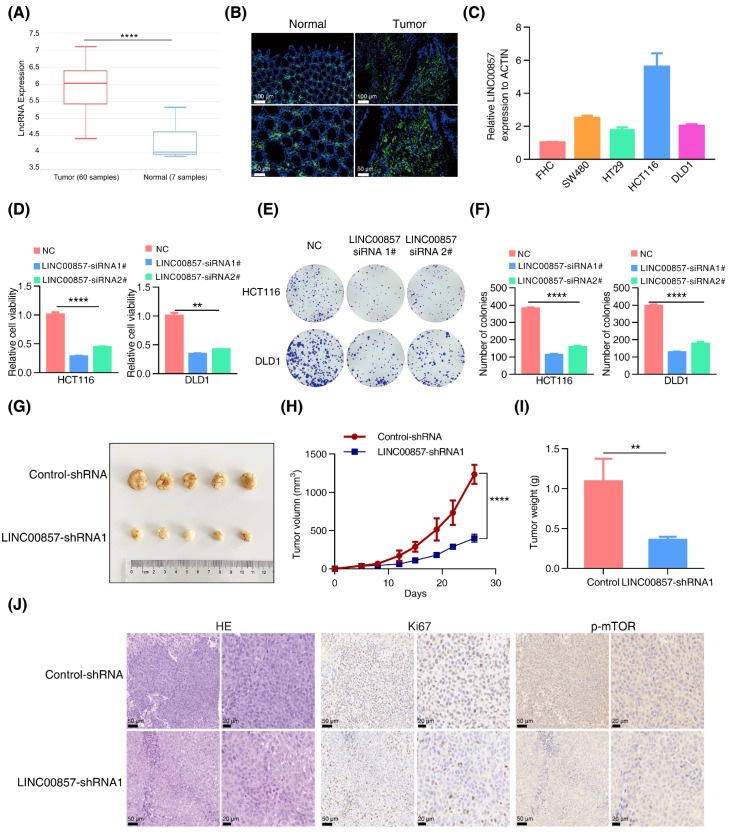
**LINC00857 is upregulated and beneficial for CRC carcinogenesis.** (**A**) Analysis of LINC00857 expression levels by data from the lnCAR database (CR_S177). (**B**) The expression of LINC00857 in CRC tissues and paired normal samples was determined by FISH (fluorescence in situ hybridization) (scale bar, 50 µm and 100 µm). (**C**) The relative expression of LINC00857 in CRC cell lines and normal colon epithelial cells (FHC) was determined by qPCR. (**D**–**F**) Relative cell viability and colony formation was measured after LINC00857 knockdown by siRNA. (**G**) Images of dissected tumors. (**H**) Tumor volumes were measured at the indicated time points in a xenograft mice model. (**I**) Summary of mean tumor weight measured at end point. (**J**) HE (hematoxylin–eosin) and immunohistochemistry analysis in scramble and LINC00857 knockdown mice (scale bar, 20 µm and 50 µm). Data represent the mean ± SD, *n* ≥ 3. ** *p* < 0.01; **** *p* < 0.0001.

**Figure 5:**
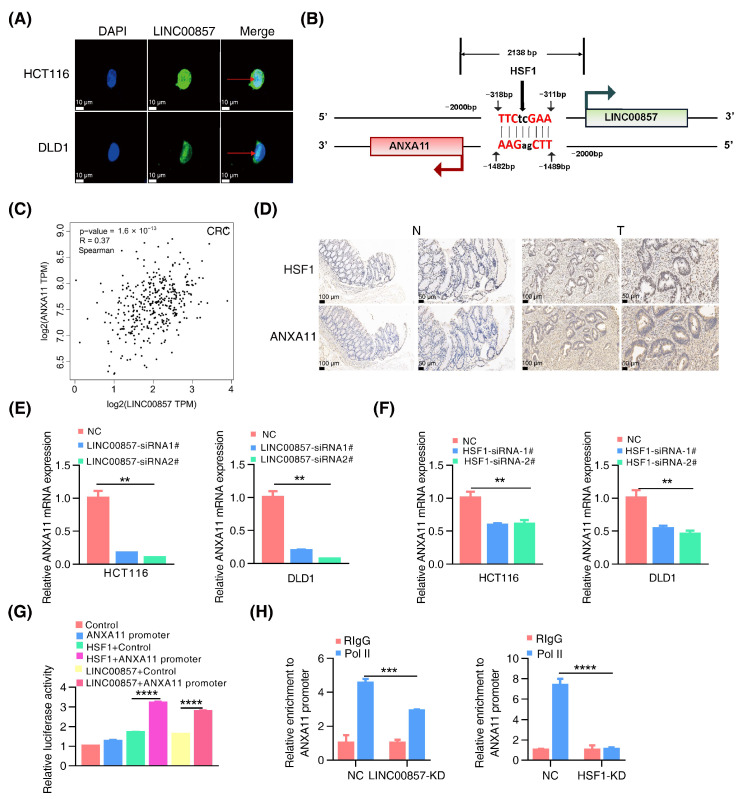
**The HSF1/LINC00857 axis promotes the transcription of ANXA11.** (**A**) Subcellular localization of LINC00857 in HCT116 and DLD1 by FISH (scale bar, 10 µm). (**B**) Diagram of LINC00857 promoter regions. The scatter plot of the relationship between HSF1, LINC00857, and ANXA11. (**C**) Correlation between LINC00857 and ANXA11 expression using the GEPIA database. (**D**) HSF1 and ANXA11 expression levels as detected in the normal and tumor tissues by IHC (immunohistochemistry) (scale bar, 50 µm and 100 µm). (**E**) Relative ANXA11 mRNA expression after LINC00857 knockdown. (**F**) Relative ANXA11 mRNA expression after HSF1 knockdown. (**G**) Relative luciferase activity after transfection HSF1, LINC00857, and ANXA11 promoter. (**H**) Relative enrichment level of RNA Pol II at the ANXA11 promoter after LINC00857 or HSF1 knockdown by ChIP–qPCR assays. All data represent the mean ± SD, *n* = 3. ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 6:**
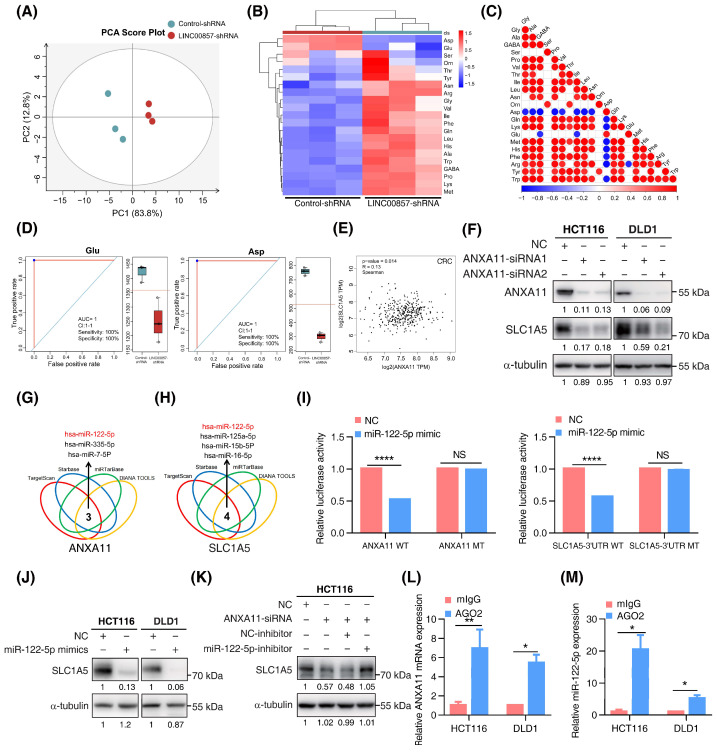
**The LINC00857/ANXA11 axis promotes SLC1A5-mediated glutamine transport.** (**A**) Score plot of principal components analysis (PCA) between control and LINC00857 knockdown group after LC–MS (liquid chromatography mass spectrometry) analysis. (**B**) Heatmap of 22 amino acids’ alteration after LINC00857 knockdown. (**C**) Association analysis between different amino acid. (**D**) Concentration of Glu (glutamic acid) and Asp (aspartic acid) after silencing LINC00857. (**E**) Correlation between ANXA11 and SLC1A5 expression using the GEPIA database. (**F**) The effect of ANXA11 knockdown on SLC1A5 expression in CRC cells, as explored by Western blotting. (**G**,**H**) Bioinformatics tools predicted a series of miRNAs complementary to ANXA11 mRNA and the SLC1A5 3′UTR region. (**I**) Dual-luciferase assays of the ANXA11 mRNA/SLC1A5 3′UTR constructions with intact or mutated seed sequences for miR-122-5p. (**J**) The effect of miR-122-5p mimics on SLC1A5 protein level, as explored by western blotting. (**K**) The effect of miR-122-5p inhibitors on ANXA11 knockdown-induced SLC1A5 downregulation, as explored by Western blotting. (**L**,**M**) RIP (RNA immunoprecipitation) assays were performed using the Ago2 antibody. The relative expression levels of ANXA11 and miR-122-5p were determined by qPCR. All data represent the mean ± SD, *n* = 3. * *p* < 0.05; ** *p* < 0.01; **** *p* < 0.0001.

**Figure 7:**
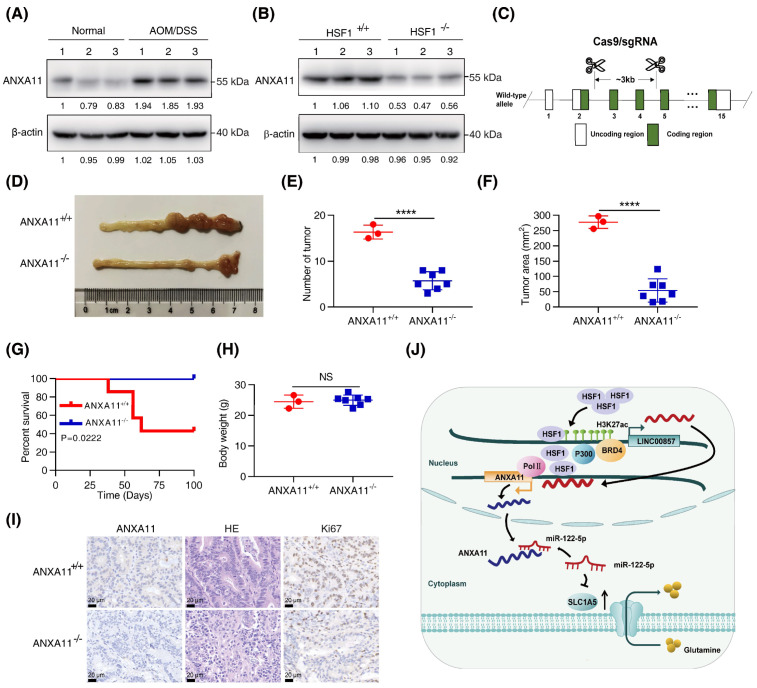
**Knockout of ANXA11 attenuated CRC carcinogenesis in vivo.** (**A**) Expression of ANXA11 protein in azoxymethane (AOM)/dextran sulfate sodium (DSS)–treated mice compared with normal mice. (**B**) Expression of ANXA11 protein in AOM/DSS–treated mice after HSF1 knockout. (**C**) Schematic digraphs depicting the CRISPR/Cas9-mediated ANXA11 knockout strategy. (**D**) Representative images of ANXA11^+/+^ and ANXA11^−/−^ mice colon and rectum. (**E**) Assessment of the number of tumors of ANXA11^+/+^ and ANXA11^−/−^ mice. (**F**) Assessment of the tumor area of ANXA11^+/+^ and ANXA11^−/−^ mice. (**G**) The overall survival of ANXA11^+/+^ and ANXA11^−/−^ mice. (**H**) The body weight of ANXA11^+/+^ and ANXA11^−/−^ mice. (**I**) Representative HE (hematoxylin–eosin) staining and IHC (immunohistochemistry) staining of Ki67 and ANXA11 from the ANXA11^+/+^ and ANXA11^−/−^ mice colorectal tissues (scale bar, 20 µm). (**J**) Working model. All data represent the mean ± SD, *n* ≥ 3. **** *p* < 0.0001.

## Data Availability

The ChIP-seq and lncRNA microarray data have been deposited to the Gene Expression Omnibus (GEO) under accession numbers GSE198223 and GSE198224.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14163855/s1, Figure S1: Gene tracks of H3K27ac ChIP-seq occupancy at representative HSF1-associated lncRNA gene loci in HCT116 cell; Figures S2 and S3: Gene Set Enrichment Analysis (GSEA) on 8 HSF1-associated downregulated lncRNAs; Figure S4: The effect of HSF1 and super enhancer on LINC00857 expression; Figure S5: LINC00857 is upregulated and beneficial for CRC carcinogenesis; Figure S6: The expression and prognostic value of ANXA11 in CRC; Figure S7: The effect of the LINC00857/ANXA11 axis on glutamine metabolism; Table S1: siRNA sequences; Table S2: Primer sequences; Table S3: ENCODE datasets; Table S4: The clinicopathological parameters of CRC patients; File S1: original Western Blot figures.

## Abbreviations

AOM, azoxymethane; BET, the bromodomain and extra-terminal; ChIP, chromatin immunoprecipitation; COAD, colon adenocarcinoma; CRC, colorectal cancer; DSS, dextran sulfate sodium; KEGG, Kyoto encyclopedia of genes and genomes; GEO, gene expression omnibus; GO, gene ontology; GSEA, gene set enrichment analysis; FISH, fluorescence in situ hybridization; H3K27ac, histone H3 lysine 27 acetylation; HSF1, heat shock factor 1; LC–MS, liquid chromatography mass spectrometry; MSI, microsatellite instability; OS, overall survival; PCA, principal components analysis; READ, rectum adenocarcinoma; RIP, RNA immunoprecipitation assay; SE, super enhancers; TCGA, the cancer genome atlas; TFs, transcription factors.

How the deposited data were processed for this re-analysis (not part of the article)

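RNA of 9 HCT116 samples was measured on Arraystar LncRNA V5.0 arrays in 1 colour, with 3 arrays each for the control, HSF1-siRNA-1 and HSF1-siRNA-2. Groups and replicate numbers were taken from the sample labels and the paper. The arrays were scanned and read with Agilent Feature Extraction 11.0.1.1 for the authors, and the deposited scanner values are the intensity of each spot, background-subtracted within its array and not normalized between arrays. The authors also deposited a table of log2 values of 60495 probes whose columns have nearly the same distribution. The paper's text names limma and the thresholds for the arrays and names no normalization and no adjustment for the scan session.

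From the scanner values, log2 of the processed signal minus the 75th percentile of its array was computed for 60496 probes. Control spots, a further 232 probe names without the prefix of the array's own probes, and spots flagged as non-uniform or as outliers of their population were left out, and repeated spots of a probe were averaged. A probe was tested if it was well above background on at least 3 of the 9 arrays, whatever their group, which left 53066 probes. Of these, 43488 were well above background on all 9 arrays. R 4.3.3 and limma 3.58.1 (lmFit, contrasts.fit and eBayes) fitted the 3 groups together. Calls were made at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The axes of the paper's volcano plots are labelled as adjusted p. The precision is limited by the number of arrays, 3 per group.

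The alternatives named before the data were examined were normexp background correction (offset 50, on the median signal because the files have no mean signal), quantile normalization, no filter and a stricter filter on dim probes, the deposited table on the same probes, the replicate number as a block, the slide and the scan session (which coincide) as a block, separate fits of 6 arrays, a variance prior with a trend and robust settings, each array left out in turn, the methods' t-test, an unadjusted p, and fold thresholds of 1.5 and 4. After the data were examined, the row of each array on its slide was added, since on the later slide the HSF1-siRNA-1 arrays lay in row 1 and the HSF1-siRNA-2 arrays and control replicate 2 in row 2, and on the earlier slide control replicate 1 lay in row 1 and replicate 3 in row 2. It was fitted within each slide as a random block by duplicateCorrelation (correlation 0.85), as a fixed block for HSF1-siRNA-2, and as a block together with the scan session.

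On simulated data with the spread and the session difference of these arrays, in which 200 of 52981 probes were changed by 2 on the log2 scale in both siRNA groups, the fit of 3 groups called 64.0% of the changed probes with both siRNAs and 4 of the unchanged ones. With the scan session as a block it called 84.5% of them and 0 of the unchanged ones. Without a simulated session difference the fit of 3 groups called 95.0% of them.

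The rule set before the data were examined for naming genes covered HSF1, the genes the paper names, members of several gene lists and the 5 lncRNA probes with the largest rise and fall. The scanner files and the log2 table give probe identifiers only, and none of them matched the gene name tables that were used, so no gene was named, and the gene lists, the pairs of sense and antisense genes, counts per gene symbol, and the enhancer and HSF1 binding site annotation were not analysed here. Of the probes under the rule, 2 that rose and 2 that fell are named by identifier. Because no column gives a class, the count over lncRNA probes became a count over all probes, and the split by the letters of the identifiers was chosen after the data were examined.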

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

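Each array left out was an alternative set before the data were examined, but its use as a test of an explanation in this part, the tests of the scan session and of the row on the slide, and the splits of 6 arrays were chosen after the result was seen. The siRNAs differed from each other in a direct test: 842 probes passed the thresholds in the comparison of HSF1-siRNA-2 with HSF1-siRNA-1 by limma, 291 higher and 551 lower. All 6 siRNA arrays were scanned in the later session on the same slide, and 0 in the earlier session, so the scan session does not separate them. Replicate 3 of HSF1-siRNA-2 lay apart from its group, but 525 probes still differed without it, so that array does not account for the whole difference. The count was lower without any of the siRNA arrays. Without each of the HSF1-siRNA-1 arrays in turn, 75 to 86 probes were higher and 148 to 166 lower, and without replicates 1, 2 and 3 of HSF1-siRNA-2, 124, 102 and 166 were higher and 254, 211 and 359 lower. Without control replicate 2, which enters this comparison only through the spread, 473 were higher and 744 lower. The real division was the 1 of the 10 splits of these 6 arrays with as many calls, and 10 splits are too few to exclude chance. The row on the slide cannot be told apart from the siRNA on the later slide, since the HSF1-siRNA-1 arrays lay in row 1 and the HSF1-siRNA-2 arrays in row 2. On the earlier slide, with control replicate 1 in row 1 and replicate 3 in row 2, the difference between the rows had the same sign as that between the siRNAs for 50% of the 1176 probes that differed in a fit of the siRNA arrays alone, against 47.4% of all probes tested, but with a single array in each row an effect particular to the later slide stays open. With the row within the slide as a random block, 0 probes higher and 0 lower passed the thresholds in limma, against 1781 at an unadjusted p under 0.05. In that fit the spread between rows comes from the controls alone and carries their session difference, so it does not show an effect of the row. With the session and the row as blocks, 501 were higher and 821 lower. There the row term is control replicate 3 against control replicate 1 on the earlier slide, so this fit cannot decide on a row effect on the later slide. A difference in knockdown strength or in off-target effects of the siRNAs stays open and was not tested, because no probe could be assigned to HSF1.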

How the results depend on the processing

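The counts of all probes tested are given here in the order higher and lower with HSF1-siRNA-1 (1722 and 1599), higher and lower with HSF1-siRNA-2 (2473 and 2693), higher and lower with both (1323 and 783), and higher and lower with HSF1-siRNA-2 than with HSF1-siRNA-1 (291 and 551). Counts not printed stayed within 1.5 times these. The stricter filter, no filter and the trended variance prior moved none of them further. No named probe changed direction, and ASHG19AP1B142923800V5 with HSF1-siRNA-1 lost its call with the row on the slide as a random block.

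Normexp gave 1141 and 330, 1368 and 934, 880 and 229, and 85 and 257, and 79.4% of its shared calls were higher against 62.8%. Quantile normalization gave 63.0% higher and 350 lower with HSF1-siRNA-2 than with HSF1-siRNA-1, and it moved the median log2 fold change of all probes from -0.29 and -0.25 to -0.06 with each siRNA. The deposited table gave 508 lower with both. Separate fits gave 824 and 738, 982 and 1326, 567 and 330, and 459 higher with HSF1-siRNA-2 than with HSF1-siRNA-1. The methods' t-test gave 477 and 433, 633 and 982, and 326 and 191 after Benjamini-Hochberg adjustment, and at the unadjusted p of the methods 2482 lower with HSF1-siRNA-1, 1267 higher and 839 lower with both, and 488 higher with HSF1-siRNA-2 than with HSF1-siRNA-1. Limma at an unadjusted p under 0.05 gave 3639 and 5366, 4322 and 5245, 2908 and 2748, and 484 higher with HSF1-siRNA-2 than with HSF1-siRNA-1. A fold threshold of 1.5 gave 3085 lower with HSF1-siRNA-1, 3762 and 5039 with HSF1-siRNA-2, 1948 lower with both, and 580 and 1253 between the siRNAs, and 48.3% of its shared calls were higher. A fold threshold of 4 gave 678 and 167, 834 and 275, 533 and 56, and 21 and 33. The thresholds change these counts by construction, and for the others the cause was not tested.

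With the scan session, and so the slide, as a block, 473 probes were higher with HSF1-siRNA-2 than with HSF1-siRNA-1, and the other counts stayed within 1.5 times. All siRNA arrays are in the later session, so the block changes only the spread in that comparison. The correlations of the deviations of arrays with the same replicate number lay between -0.30 and 0.43. Arrays with different numbers were not compared in this way, so whether the numbers pair the arrays stays open. The replicate block gave 1219 and 844 with both, and 176 and 353 between the siRNAs.

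With each array left out in turn, the counts ranged from 792 to 6636 and from 654 to 13650 with HSF1-siRNA-1, from 1170 to 6975 and from 1627 to 12809 with HSF1-siRNA-2, from 633 to 5827 and from 351 to 10525 with both, and from 75 to 473 and from 148 to 744 between the siRNAs. Every upper end is without control replicate 2, the control array of the later session. Without it 35.6% of the shared calls were higher.

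The alternatives chosen after the data were examined included the row on the slide. With the row within the slide as a random block, 58 and 5 probes were called with HSF1-siRNA-1, 53 and 4 with both, and 0 and 0 between the siRNAs, while HSF1-siRNA-2, which shares its row with a control array, had 1793 and 2028. The spread between rows in that fit comes from the controls alone and carries their session difference. As a fixed block for HSF1-siRNA-2 it gave 1996 and 2164. The session and the row as blocks gave 803 higher with both and 501 higher with HSF1-siRNA-2 than with HSF1-siRNA-1. The others were the deposited table with the session as a block, which gave 957, 1686 and 475 lower with HSF1-siRNA-1, HSF1-siRNA-2 and both, quantile normalization with the same block, which gave 888, 1607 and 436, the deposited table without a filter, which stayed within 1.5 times, and the median of each array set to 0, which gave 784 lower with HSF1-siRNA-1, 371 lower with both and 158 higher with HSF1-siRNA-2 than with HSF1-siRNA-1. With that scaling 78.8% of the shared calls were higher, and the median log2 fold changes of all probes were 0.02 and -0.03. Counts per gene symbol, the mean over probes of a gene, and the gene list and sense and antisense alternatives were not run because no probe had a gene name, and without a lncRNA class the count of all probes was the only one. Signal over background left 43488 of the 53066 probes measured on every array, and the others have at least 1 array at background.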

Differences from the paper's values

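The paper's count of downregulated lncRNAs is 291, and 783 probes were lower with both siRNAs here. The paper counts lncRNAs, and the count here is over all probes tested, because the files do not classify them. Of the alternatives set before the data were examined, normexp (229), separate fits of 6 arrays (330) and leaving out control replicate 1 (394), control replicate 3 (406) or replicate 1, 2 or 3 of HSF1-siRNA-1 (364, 366 and 351) came within 1.5 times of the paper's count. Leaving out control replicate 2 or any of the HSF1-siRNA-2 arrays, quantile normalization, both filters on dim probes, the deposited table, the replicate block, the scan session or slide as a block, the trended variance prior, both forms of the methods' t-test, the unadjusted p and both fold thresholds did not. Quantile normalization with the scan session as a block (436) and the median of each array set to 0 (371), both chosen after seeing the values, came within 1.5 times as well. Also chosen then, the deposited table with the session as a block (475) or without a filter (577) did not. Nor did the row as a random block (4) or the session and the row as blocks (566).

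For upregulated lncRNAs the paper's count is 883, and 1323 probes were higher with both siRNAs here, which is within 1.5 times. Of the 23 alternatives set before the data were examined, 14 came within 1.5 times of the paper's count, at 633 to 1276, among them normexp with 880. The 9 others were the stricter filter (1332), the trended variance prior (1391), quantile normalization (1680), the fold thresholds of 1.5 (1823) and 4 (533), the unadjusted p (2908), the methods' t-test after Benjamini-Hochberg adjustment (326), separate fits (567) and leaving out control replicate 2 (5827). Of the alternatives chosen after seeing the values, the scan session and the row on the slide as blocks (803) came within 1.5 times as well. So did the deposited table with the session as a block (1176) or without a filter (1281), and quantile normalization with the session as a block (1169). The row as a random block (53) and the median of each array set to 0 (1380) did not.

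The set of probes outside the AP1B series was chosen after seeing the values. In it 431 probes were lower with both siRNAs, which is within 1.5 times of the paper's 291. Of the same 23 alternatives, 7 were within 1.5 times, at 231 to 400, namely the scan session as a block (283), the deposited table (271), the stricter filter (312), the trended variance prior (387), quantile normalization (400) and leaving out replicate 1 or 2 of HSF1-siRNA-2 (231 each), and 16 were not, with counts from 39 at a fold threshold of 4 to 7465 without control replicate 2. These 16 include 89 with normexp, 158 with separate fits, 500 with no filter on dim probes and 502 with the replicate block. Outside this series 952 probes were higher, also within 1.5 times of the paper's 883. There 11 of the 23 alternatives were within 1.5 times, at 642 to 1274, with 882 for no filter on dim probes, 880 for the replicate block, 905 for the scan session as a block and 956 for the deposited table, and 12 were not, with counts from 225 with the methods' t-test after Benjamini-Hochberg adjustment to 3795 without control replicate 2. These 12 include 451 to 546 with each of 7 other arrays left out, 406 with separate fits, 410 at a fold threshold of 4 and 1969 at an unadjusted p.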

Other observations

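The splits of the 9 arrays drawn at random without the session block, the simulation of unchanged arrays that share their controls, and the tests of quantile normalization and of dim probes against the excess of higher calls were chosen beforehand. The fit with the session as a block was also named beforehand, but its use as a test here, the refit with array medians at 0 and every other test in this part were chosen after the results were seen.

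Arrays of different scan sessions lay furthest apart, with rank correlations of 0.840 to 0.882 across groups and 0.861 and 0.880 between controls, against 0.953 or more within a session. The sessions lay months apart and each was a single slide, so the session stands here for every step that differed between these sets of arrays. Whether the cultures, RNA and labelling of the earlier controls were prepared apart from the others was not tested. With the session as a block its term compares control replicate 2 alone with control replicates 1 and 3, with a spread that comes mostly from the siRNA groups and under which the lone array is assumed to vary like the others. By this term 18791 of the 53066 probes (35.4%) differed at the same thresholds, 6530 higher and 12261 lower in the later session, and a peculiarity of control replicate 2 is counted in it. The 99th percentile of the signal was 16661 and 20722 on the earlier control arrays against 60028 on control replicate 2. On the siRNA arrays of the later session it was 42791 to 46593, so control replicate 2 was also the highest of its own session. In 100 of the 840 possible splits of the 9 arrays, drawn at random with the real one included, 3 gave as many calls shared by both compared groups as the real split (2105 over probes without missing values). The 2 others both compared control replicates 1 and 3 together with replicate 3 of HSF1-siRNA-2 against the rest, a division that follows the session. The share is under 5%, but few of the drawn splits keep the controls of the earlier session together in the control's place. Of the 70 splits that keep these controls together in the control's place, 11 gave as many calls, the 10 others all with replicate 3 of HSF1-siRNA-2 beside them and up to 7073 calls, so chance is not excluded once the session is held. With the session as a block the real split gave 1855 calls and was the 1 of the 100 drawn that reached that number. In the 70 splits with the block, those with control replicate 2 beside the earlier controls gave 1487 to 1855 calls, and those with any other array of the later session at most 7. Of the 7 arrays that could take this place 1 reached the real count, and 7 are too few to exclude chance. The 2 single comparisons with the control were each the 1 of 10 splits of 6 arrays with as many calls, too few splits to exclude chance.

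In 20 simulated sets of unchanged arrays that share their controls, limma called 0 probes with both siRNAs, and 119 on average at an unadjusted p. With every probe unchanged and its spread equal in all groups, the adjustment leaves almost no calls with or without shared controls. The 0 therefore does not show how far the shared controls raise the overlap of the calls. Unchanged siRNA arrays were simulated at the level of control replicate 2, so that only the session set them apart from the other controls. At an unadjusted p under 0.05 limma called 8500 on average, more than the 5650 observed. At an unadjusted p the session may therefore account for calls in these numbers. At the adjusted p limma called 0, but this does not rule the session out. Control replicate 2 carries the same session difference, so the spread between controls grows with that difference and holds the adjusted p up. In the splits above, 1 HSF1-siRNA-2 array in place of control replicate 2 gave 6875 to 7073 shared calls without the block. With any other siRNA array in that place the count was 0 or 1. With the session as a block the simulation gave 170 at an unadjusted p against 2065 observed. The correlation of the fold changes of both siRNAs with that block was 0.78 in the data and 0.75 in the simulation. It is therefore not by itself a sign of a shared effect.

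Of the 2106 probes called with both siRNAs in the same direction, 993 (47.2%) were also called with both when the session was a block, which argues against the session as the cause of these. The other 1113 kept their direction, which their call in the unblocked fit had nearly fixed in advance. Of these 1113, 7.3% stayed at 2-fold or more with both siRNAs. For these the session and the regression of probes selected by size cannot be told apart, because the probes were chosen by the fit that is being tested. A further 871 probes were called only with the block. The blocked comparison rests on control replicate 2, and a peculiarity of that culture was weighed as an explanation. Of the 1855 blocked calls without missing values, 76.5% had the same sign with both siRNAs against control replicates 1 and 3, which enter the blocked comparison only through the spread and not its fold changes, against 41.3% for probes of the same brightness. For higher calls the shares were 73.8% and 38.7%, and for lower calls 81.7% and 46.3%. Control replicate 2 alone therefore does not account for the set, although single probes may depend on it. A response to HSF1 knockdown stays open as a hypothesis for the blocked calls, and a shared response to transfection was not tested.

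The excess of higher over lower shared calls (62.8% higher) was 63.0% after quantile normalization and 67.5% among probes well above background on all 9 arrays, and it rose to 79.4% with normexp and to 78.8% with the median of each array set to 0. The share thus moved with the scaling, but upward and not to 50%, which argues against the scaling and against dim probes as its whole cause. It was not stable to the control arrays and thresholds, at 35.6% without control replicate 2, 48.3% at a fold threshold of 1.5 and 51.4% at an unadjusted p. The direction also followed brightness. Among the dimmest, middle and brightest of 3 equal classes of probes by mean signal, 19.5%, 44.4% and 79.7% of the shared calls were higher. With the session as a block the shares were 73.0%, 68.5% and 62.0%, so a wider range of signal in the later session is a candidate explanation of the trend with brightness.

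Probes of the LNC1A series were more often higher than those of the AP1B series, at 73.4% against 51.3% of the shared calls. Among bright probes the shares were 90.0% and 64.6%, among middle ones 52.7% and 28.3% and among dim ones 19.4% and 14.3%, which argues against brightness as the whole cause. With the session as a block they were 76.1% and 46.9%, which argues against the session. The order held in 29 of the 30 settings run and turned over without control replicate 2, at 38.3% and 39.9%. What the series stand for is not stated in the files, so no biological explanation was tested.

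In the deposited log2 table, control replicate 2 lies midway between replicates 1 and 3 for nearly every probe. The SD of its distance from their mean was 0.012, and 99.8% of the probes tested lay within 0.05, while the corresponding SD was 1.17 in the scanner values and 0.22 to 0.39 in the siRNA groups of the deposited table. The deposited replicate 1 ranked the probes like scanner replicate 2 (0.989) more than like its own scan (0.921), and replicate 3 did the same (0.992 against 0.926). A candidate explanation is an adjustment of the arrays for scan session, which could leave the single control of the later session at the midpoint of the other controls. It would also shift the siRNA columns, which do not enter the midpoint, from their quantile-normalized scanner values in proportion to the session difference, taken as control replicate 2 minus the mean of replicates 1 and 3. Across probes the shift of each of the 6 siRNA columns followed this difference with a slope of -0.21 and a correlation of -0.98 to -0.94, or -0.98 to -0.93 after the trend with brightness was removed from both. The earlier control replicates 1 and 3 were shifted the opposite way, with slopes of 0.79 and 0.76. A replicate 2 column filled in with the mean of the other control scans is argued against, since that column had a rank correlation of 0.993 with its own scan and 0.921 with that mean. The median SD per probe of the control fell from 0.483 in the scanner values to 0.071 in the deposited table, below the 0.092 and 0.162 of the siRNA groups, while the comparison within the later session has a single control array.

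Replicate 3 of HSF1-siRNA-2 departed from the other replicates of its group along the difference between control replicates 1 and 3 and control replicate 2, with a correlation of 0.46 across probes, against -0.03 to 0.04 for the replicates of HSF1-siRNA-1. It was scanned in the same session, on the same slide and in the same row as the rest of its group, so the scan session alone does not account for this axis. After the trend with brightness was removed from both differences the correlation was 0.28, which argues against that trend as the whole cause. A difference in RNA or labelling between samples stays open and was not tested.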
